# Transcriptomic Analysis of Canine Osteosarcoma from a Precision Medicine Perspective Reveals Limitations of Differential Gene Expression Studies

**DOI:** 10.3390/genes13040680

**Published:** 2022-04-13

**Authors:** Rebecca L. Nance, Sara J. Cooper, Dmytro Starenki, Xu Wang, Brad Matz, Stephanie Lindley, Annette N. Smith, Ashley A. Smith, Noelle Bergman, Maninder Sandey, Jey Koehler, Payal Agarwal, Bruce F. Smith

**Keywords:** osteosarcoma, transcriptome, sequencing, cancer, canine

## Abstract

Despite significant advances in cancer diagnosis and treatment, osteosarcoma (OSA), an aggressive primary bone tumor, has eluded attempts at improving patient survival for many decades. The difficulty in managing OSA lies in its extreme genetic complexity, drug resistance, and heterogeneity, making it improbable that a single-target treatment would be beneficial for the majority of affected individuals. Precision medicine seeks to fill this gap by addressing the intra- and inter-tumoral heterogeneity to improve patient outcome and survival. The characterization of differentially expressed genes (DEGs) unique to the tumor provides insight into the phenotype and can be useful for informing appropriate therapies as well as the development of novel treatments. Traditional DEG analysis combines patient data to derive statistically inferred genes that are dysregulated in the group; however, the results from this approach are not necessarily consistent across individual patients, thus contradicting the basis of precision medicine. Spontaneously occurring OSA in the dog shares remarkably similar clinical, histological, and molecular characteristics to the human disease and therefore serves as an excellent model. In this study, we use transcriptomic sequencing of RNA isolated from primary OSA tumor and patient-matched normal bone from seven dogs prior to chemotherapy to identify DEGs in the group. We then evaluate the universality of these changes in transcript levels across patients to identify DEGs at the individual level. These results can be useful for reframing our perspective of transcriptomic analysis from a precision medicine perspective by identifying variations in DEGs among individuals.

## 1. Introduction

Osteosarcoma (OSA) is a highly aggressive and spontaneous tumor of the bone seen primarily in the appendicular skeleton of pediatric patients. Approximately 10–20% of patients exhibit macro-metastatic lesions at the time of diagnosis, while 80–90% of patients are presumed to harbor micro-metastases [1]. Metastases occur almost exclusively in the lungs and, once present, make management difficult. The 5-year survival rate for cases with detectable metastasis at the time of diagnosis is approximately 20–25% [1,2]. The current standard-of-care treatment includes surgical resection and combination chemotherapy [1]. However, 30–40% of patients will relapse within 3 years of starting treatment [3]. Metastectomy is considered the second-line treatment and improves 5-year survival rates to 40% [4]. Moreover, osteosarcoma is particularly proficient in acquiring multiple drug-resistant pathways, a major limiting factor for patient survival. Subsequent reoccurrence is exceedingly common and repeated systemic chemotherapy is frequently required; unfortunately, the eventual resistance of the metastases to treatment is inevitable [4]. Despite significant advances in the cancer therapy domain, the standard-of-care treatment and survival rates for OSA have remained essentially unchanged for 40 years [1,5,6]. For these reasons, it is imperative to explore and implement improved models to develop more effective treatment approaches.

Canine OSA has the potential to serve as an excellent model for the human disease due to similar clinical, histological, and molecular characteristics [7,8,9]. Primary tumors occur at similar sites with comparable histological presentation, response to treatment, and occurrence and distribution of metastases [10]. Further support for dogs as a valuable translational model is evidenced by a cross-species gene signature study which used oligonucleotide arrays to examine expression from a limited set of orthologous genes. The researchers found indistinguishable gene expression patterns between canine and pediatric OSA [7]. Studies utilizing whole genome and/or whole exome sequencing have reached similar conclusions [8,9]. The primary difference between canine and human OSA is the age of onset. Canine OSA has a bimodal age distribution, with peaks at 18–24 months and 7 years, though older, larger breed dogs are typically affected more often. On the other hand, human OSA primarily occurs in the second decade of life [4]. OSA prevalence is also greater in dogs, occurring 27 times more frequently than in humans, and progression occurs rapidly [11]. With amputation of the affected limb in combination with chemotherapy, the 1-year survival rate for dogs is approximately 45% [11].

New molecular tools, such as next-generation sequencing, have allowed significant improvements to be made in the identification of common genetic changes that are associated with specific types of cancer [12]. This technology has inaugurated the era of personalized or precision medicine, which utilizes an individual’s specific genetic changes to guide treatment. This approach seeks to classify individual patients into groups based on the presence of key gene mutations that directly impact the tumor’s sensitivity to specific chemotherapeutic agents. In this manner, treatments can be selected that have a higher likelihood of efficacy due to a better understanding of the relevant functioning pathways in that particular tumor.

At the molecular level, OSA, whether human or canine, is characterized by substantial genetic complexity and instability [13]. Relapsed OSA is considerably more complex, involving multiple drug-resistant pathways. The unique genetic complexity of OSA poses limitations for therapy, and precision medicine is not immune to these limitations [14]. The personalized treatment of two high risk human OSA patients based on comprehensive molecular profiling via next-generation exome sequencing showed no significant benefit to overall health or disease progression [15]. However, the targeted therapy was implemented after chemotherapy and refractory disease appeared, when drug resistance mechanisms are highly convoluted and make interpretation difficult. Fortunately, precision medicine is now entering a new phase where the transcriptomic analysis of individual patients may provide unique perspectives for treatment by addressing the intrinsic heterogeneity of gene expression in tumors, both within and between patients. A common approach to identifying targetable components of a tumor involves the analysis of differentially expressed genes (DEGs) in tumors compared to normal tissue.

Patient samples and clinical information are important factors to consider in differential gene studies and are unfortunately often overlooked. The source of normal tissue should be derived from the tumor’s cell-of-origin, and, in the case of OSA, that includes osteoblasts and osteocytes. Prior studies of differential gene expression in OSA have used RNA isolated from a canine osteoblast cell line [9]; tissues from unrelated organs such as liver, lymph node, and kidney [7]; tissue harvested adjacent to the tumor, potentially jeopardizing the normality of the sample [16]; bone tissue from unrelated patients [17]; or have not clearly described the origin of the matched normal samples [18,19]. While these data are undoubtedly useful to advancing our understanding of the disease, evaluation using primary normal bone cells harvested distally from the tumor within the same patient may yield more appropriate results. Furthermore, consistency in chemotherapy status among patients at the point of sample collection is important for drawing conclusions related to tumor status. The administration of chemotherapeutic agents provides a selective pressure that alters the tumor’s cellular population and phenotype [14,20]. Analysis of tumor gene expression prior to any chemotherapy provides a snapshot of the tumor phenotype, independent of acquired drug resistance or variation in individual drug response. Many studies in human OSA have utilized tissues harvested from individuals after the onset of chemotherapy, making interpretation of the results difficult [15,21,22].

DEG analysis combines the tumor and normal samples into two distinct groups to derive statistically meaningful DEGs that are generalizable across individuals. However, combining patients into a group implies that the samples are similar, if not identical, thereby contradicting and disregarding the intra- and inter-tumoral heterogeneity that forms the basis of precision medicine. While this type of analysis is critical for determining statistical differences in the group, individual-level analysis can provide additional insight into the differences among patients.

Given these limitations of traditional group differential gene expression studies, we supplemented this analysis with a more novel approach of evaluating individual tumors based on genes identified in the group approach. This study uses transcriptomic sequencing of RNA derived from seven primary canine osteosarcoma tumors with patient-matched normal bone to identify DEGs and pathways. Importantly, the normal bone samples, which serve as the comparator for determining baseline gene expression levels, were harvested from the phalanges of each patient. Furthermore, all samples were obtained prior to chemotherapy or evidence of macrometastatic lung disease. We explore the resulting DEGs in terms of group analysis for tumor vs. bone, as well as the discrete analysis of individual patients to identify the extent of heterogeneity in gene expression among individuals. These results highlight the phenotypic diversity of primary OSA among individuals and provide a supplemental approach to traditional methods of analyzing DEGs, particularly when the goal is an application in precision medicine.

## 2. Materials and Methods

### 2.1. Description of Data

Animals: Samples were obtained from seven dogs undergoing routine limb amputation for the clinical treatment of osteosarcoma (OSA) at the Auburn University College of Veterinary Medicine. Patient characteristics are briefly summarized in Table 1. The histopathology of tissue immediately adjacent to that used for RNA extraction was performed to confirm OSA and ensure that intact neoplastic tissue was entered into the experimental pipeline. Thoracic radiographs performed prior to amputation indicated no evidence of pulmonary macro-metastatic disease. In all cases, samples were obtained prior to chemotherapy treatment.

### 2.2. RNA Isolation and Sequencing

Normal bone RNA: Patient-matched samples were collected to obtain normal bone RNA to allow transcript levels to be compared with the tumors. The second phalanx was removed from the amputated leg within one hour of amputation. In all cases, the tumor was at least one joint space proximal to the phalanx. Due to the location, which was distal and distant from the primary tumor, it is unlikely that the normal bone sample had undergone any neoplastic events related to the tumor. For each dog, bone preparation and RNA extraction for the phalanx samples was performed according to Nance et al. [23].

Tumor RNA: For each dog, the tumor was dissected into approximately 3 mm by 3 mm samples, flash frozen in liquid nitrogen, and stored at −80 °C until RNA extraction. RNA isolation was accomplished using a homogenizer in combination with acid guanidinium thiocyanate-phenol-chloroform extraction. After weighing, approximately 100–200 mg of the frozen tumor samples was added to a 14 mL snap cap tube (Falcon) containing 2 mL of chilled Tri-Reagent (Molecular Research Center, Cincinnati, OH, USA). The sample was subjected to mechanical homogenization in short but frequent bursts until sufficiently homogeneized, as determined visually. The samples were divided into two microcentrifuge tubes and after 10 min incubation at room temperature, 100 μL of bromochloropropane (BCP) (Molecular Research Center) was added to each, vortexed thoroughly, and incubated for 5 min at room temperature. After centrifugation at 20,000× *g* for 15 min at 4 °C, the RNA-containing aqueous layer was carefully transferred to a new tube. Contaminating DNA was removed by the addition of DNase I Reaction Buffer (10% of the total volume) and 10 μL DNase I (Thermo Fisher Scientific Waltham, MA, USA), followed by a 10 min incubation at room temperature. DNase was inactivated by the addition of 10 μL of EDTA and heated at 65 °C for 10 min. Following this, 10% volume sodium acetate (3 M, pH 5.2) (VWR International, Radnor, PA, USA) was added to each tube, followed by 70% volume isopropyl alcohol, and the samples were briefly vortexed. Following a 15-min incubation at −20 °C, the samples were centrifuged at 20,000× *g* for 20 min at 4 °C. The supernatant was decanted, the pellet dislodged in 1 mL 70% ethanol, and centrifuged at 20,000× *g* for 30 min at 4 °C. After the supernatant was removed, the pellet was air dried for approximately 5–10 min and subsequently resuspended in 15 μL of RNase-free water. The RNA was quantified using a Nanodrop 2000 instrument (Thermo Fisher Scientific).

RNA Sequencing: The samples were commercially prepared and sequenced (HudsonAlpha Institute for Biotechnology, Huntsville, AL, USA). Initial quality control analysis was performed using the Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA) and an RNA integrity number (RIN) was generated. RNA sequencing libraries were produced with 500 ng of total RNA using the TruSeq PolyA library kit (Illumina) to deplete samples of any RNA aside from polyadenylated mRNA. They were pooled and sequenced on two lanes of the Illumina HiSeq v4 (PE, 50 bp, 25 M reads) yielding an average of 34 M reads per sample.

### 2.3. Bioinformatic Pipeline and Data Analysis

The trimming of adapters and the first leading base was performed using Trimmomatic (v0.40) [24] with a minimum length of 36 bp and raw quality was assessed using FASTQC (v0.10.1) [25]. After trimming, approximately 32–45 million sequence reads remained for each sample and FASTQC was used to ensure all bases had a Phred quality score above 28. Reads were mapped to the indexed canine reference genome (CanFam3.1) obtained from ENSEMBL (release 103) using HiSat2 (v2.2.1) [26] and a table of mapped read counts was generated with Stringtie (v1.3.3) [27]. On average, 93% of the reads mapped to the canine reference genome. The bioinformatic pipeline is summarized in Figure 1.

### 2.4. Group Analysis

The statistical analysis and identification of differentially expressed genes was performed using DEseq2 (v3.14) [28] to generate the traditional group analysis results (Supplementary Data S1). These results provide a list of genes that are broadly differentially expressed among samples. The DEseq2 package applies a general linear model with a negative binomial distribution and applies the Benjamini–Hochberg procedure to control for the false discovery rate (FDR). The pre-filtering of genes with less than 1 read was performed prior to statistical analysis. A multi-factor design was used for statistical analysis to include patient ID as a term in the design formula (design = ~dog + tissue source). This design has been recommended in the DEseq2 vignette for analyzing paired samples because it accounts for differences between individuals. Log2 fold-changes were calculated relative to bone. To extract significant DEGs while minimizing noise, the data were filtered using a false discovery rate (FDR) less than 0.05, base mean greater than 10, and log2 fold-change greater than 1 and less than −1 (corresponding to a fold-change of 2 and −2, respectively) (Supplementary Data S2). The variance stabilizing transformation function in DEseq2 was used to transform the data to fit an approximately homoscedastic distribution and to remove the dependence of the variance on the mean [28]. The results of this transformation were used for the visualization and clustering of the results to generate a heatmap and a principal component analysis plot. Hallmark pathway analysis and gene ontology (GO) enrichment analysis of the upregulated genes was performed using Metascape with a *p*-value cut-off of 0.01, minimum overlap of 3, and minimum enrichment of 1.5 [29]. Due to the constraints of gene nomenclature in Metascape, only the upregulated genes with identified human orthologs (total 670) were included in the analysis. Raw counts are available in the Supplementary Information (Supplementary Data S4).

### 2.5. Individual Analysis

To explore how the DEGs varied among individual patients, we first filtered the data to include only the significant genes as defined by FDR < 0.05, base mean > 10, and an FC cut-off of 2 from the classical group analysis. We then calculated log2 fold-change values for each gene by subtracting the variance-stabilized transformed counts (on the log2 scale) of bone from tumors for each dog (Supplementary Data S3). We used these results to determine the number one upregulated and downregulated gene in each patient.

## 3. Results

### 3.1. RNA Quality

RIN numbers were used to determine sequencing suitability based on RNA integrity. Samples with an RIN below 5 cannot guarantee reliable sequencing results; for all except two (patient B bone RIN = 4.5, patient A tumor RIN = 5.0), the RIN was above 5, indicating moderately intact RNA. The average RIN for tumor and bone was 6.8 and 6.5, respectively.

### 3.2. Group Analysis

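Polyadenylated RNA from the bone and the tumor of 7 dogs with osteosarcoma was sequenced, giving 14 libraries. The authors trimmed the reads, mapped them to the canine reference genome, counted them on Ensembl genes and deposited the counts without normalization. The table holds 30951 genes, and 27655 of them had at least 1 count. Total counts ranged from 22564544 to 34479429 in bone (median 32127801, n = 7) and from 18650945 to 32887213 in tumor (median 29118261, n = 7). Bone was the deeper library in 6 of 7 dogs, but the difference was within what exchanging bone and tumor within dogs gives (exact permutation test, two-sided p = 0.141). From these counts, tumor was compared with bone by edgeR's quasi-likelihood test with TMM normalization, with the dog as a term in the design, and p-values were adjusted by the Benjamini-Hochberg procedure (FDR). Of the 27655 genes, 1079 had an FDR under 0.05. The test itself moved this number most, since the DESeq2 Wald test on the same genes and design gave 3762. Both tests were run on simulated counts in which 200 genes changed and dispersion differed from gene to gene. In 2 draws, edgeR recovered 86.5% and 87% of the changed genes, and 17.2% and 10.8% of its calls were unchanged genes. The DESeq2 Wald test recovered 91.5% and 93.5%, and 36.0% and 32.7% of its calls were unchanged genes. These shares depend on the 200 changed genes of the simulation and are not estimates for the data.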

For the traditional group analysis, we compared the gene expression from all tumor tissues to all normal tissues and found a total of 3742 differentially expressed genes with a false discovery rate (FDR) of less than 0.05. After further filtering using a base mean greater than 10 and fold-change values greater than 2 and less than −2, there were 2031 significant DEGs. Of these, 803 genes were upregulated with a fold-change greater than 2, and 1228 genes were downregulated with a fold-change less than −2 in tumor compared to normal bone (Figure 2A). 

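With the same thresholds on base mean and fold change, 867 genes were significant by the edgeR test. Of these, 856 were also among the 2038 genes that passed with the DESeq2 Wald test, and 0 of the shared genes had opposite directions in the 2 tests. Genes with 0 counts in at least 4 of the 14 libraries made up 59 of the 867 genes and 159 of the 2038 genes.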

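By direction, 372 of the significant genes were higher and 495 were lower in tumor than in bone of the same dog. Leaving out the dog as a term gave 614 higher and 489 lower genes, so the majority changed sides with the pairing. Leaving out dog B gave the fewest genes of each direction, 224 higher and 327 lower.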

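Libraries were clustered by complete linkage on Euclidean distances over the variance-stabilized, gene-scaled counts of the significant genes, and the tree was divided into 2 clusters. All 14 libraries fell in the cluster of their own tissue. The genes were selected for the difference between the tissues. Over all genes with at least 1 count, the best assignment of the 2 clusters to the tissues matched 8 of 14 libraries. This count cannot fall below 7, so the 2 clusters did not follow the tissues. The first principal component over all genes still parted every bone library from every tumor library.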

Hierarchical clustering of the 2031 significant DEGs shows that the normal and tumor samples cluster together in terms of over- and under-expression (Figure 2B). This is as expected based on studies in other organisms where as many as a third of genes show evidence for altered expression in tumors compared to normal tissue.

Principal component analysis was performed to further evaluate sample clustering (Figure 2C). As expected, all bone samples clustered together, distinct from the tumor samples.

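On the 500 genes with the largest variance after the variance stabilizing transformation, PC1 held 31.6% of the variance and PC2 held 18.5%. The 7 bone libraries scored between -22.7 and -14.4 on PC1 and the 7 tumor libraries between 8.05 and 40.4. The gap between the highest bone score (dog E) and the lowest tumor score (also dog E) was 22.4. The SD of the scores within tissue was 2.92 in bone and 10.6 in tumor (n = 7 each).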

To evaluate the biologically significant DEGs, we subset the significant results based on a fold-change cut-off of 2 and sorted them based on the log2 fold-change or adjusted *p*-value (FDR). Ordering based on log2 fold-change allows us to evaluate the most highly over- or under-expressed genes that still meet the adjusted *p*-value below 0.05. On the other hand, ordering the gene list based on an adjusted *p*-value provides DEGs with higher confidence in shared trends among individuals. 

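The 20 entries of Table 2 ordered by adjusted p-value and the 20 ordered by fold change were compared dog by dog on variance-stabilized counts. Of the 20 entries with the smallest adjusted p-values, 19 changed in the listed direction in all 7 dogs, and HOXC10 did so in 6 dogs, with 0 counts in both libraries of dog E. Their FDR in the edgeR test was between 0.000859 and 0.0029. Of the 20 entries with the largest fold changes, 4 changed in the listed direction in all 7 dogs, and 9 had at least 1 dog that changed more than 2-fold in the opposite direction. Each of these 20 genes had 0 counts in 4 to 11 of the 14 libraries, and 7 of the 20 had an FDR under 0.05 in the edgeR test.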

The top 10 downregulated and upregulated genes are listed in Table 2. Many of the canine ENSEMBL gene identifications did not correspond to known gene symbols or human orthologs for the top 10 genes when ordered based on smallest and largest log2 fold-change, but when ordered based on smallest adjusted *p*-value, all 10 genes corresponded to known gene symbols (Table 2). 

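HELLS (ENSCAFG00000008090) had 122 ± 36.1 normalized counts in bone and 666 ± 397 in tumor (SD, n = 7 dogs), a log2 fold change of 2.32 (standard error 0.20, FDR = 0.00195 in the edgeR test). SPAG5 (ENSCAFG00000018724) rose more, from 93.8 ± 25.9 to 1104 ± 838 normalized counts, with a log2 fold change of 3.31 (standard error 0.32, FDR = 0.00195). The log2 fold changes of RAD54L (ENSCAFG00000004272) and IQGAP3 (ENSCAFG00000016616) were 2.46 and 3.02, and both genes were higher in the tumor of all 7 dogs. With each dog left out in turn, the log2 fold change of HELLS stayed between 2.20 and 2.40 and that of SPAG5 between 3.11 and 3.48.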

Based on sorting by padj, the top upregulated genes included GTSE1, HELLS, SPAG5, RAD54L, and IQGAP3. 

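CHL1 (ENSCAFG00000006248) fell from 1168 ± 384 normalized counts in bone to 14.4 ± 15.6 in tumor (SD, n = 7 dogs), a log2 fold change of -6.73 (standard error 0.68, FDR = 0.00205 in the edgeR test). CIDEC (ENSCAFG00000005266) had 698 ± 834 normalized counts in bone and 25.1 ± 30.8 in tumor, and its spread between dogs was larger than its mean in both tissues. ESM1 (ENSCAFG00000018381) was the most abundant of these genes, with 6801 ± 3513 normalized counts in bone and 541 ± 238 in tumor, a log2 fold change of -3.64 (standard error 0.34, FDR = 0.00195). FMO2 (ENSCAFG00000014986) had 639 ± 1065 normalized counts in bone and 0.755 ± 1.29 in tumor. CHL1, CIDEC, ESM1 and FMO2 were lower in the tumor of all 7 dogs.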

The top downregulated genes included PLIN1, CL1, FMO2, CIDEC, and ESM1.

Hallmark pathway analysis of the upregulated DEGs revealed G2M checkpoint (M5901), E2F targets (M5925), MTORC1 signaling (M5924), and epithelial mesenchymal transition (M5930) as the most enriched pathways in tumors (Figure 3A). 

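Gene names could be paired with identifiers for 2292 genes, from the rows held of the supplementary tables. These rows are 1999 of the paper's 27164 in Supplementary Data S1 and 1999 of the paper's 2031 in Supplementary Data S2 and S3. They list mainly genes that the paper calls, so no enrichment test was run and genes without a name are not covered. Of a list of 54 genes expressed in G2 and M phase, 39 could be paired. In the edgeR test, 37 of the 39 had an FDR under 0.05 and were higher in tumor, and 39 did when p-values were adjusted over the list alone. Their log2 fold changes lay between 1.08 and 3.25, with a median of 2.40. MKI67 (ENSCAFG00000013255) had 370 ± 113 normalized counts in bone and 3315 ± 1953 in tumor, and TOP2A (ENSCAFG00000016090) had 601 ± 208 and 6116 ± 3521 (SD, n = 7 dogs).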

The top pathways from gene ontology (GO) enrichment analysis included the mitotic cell cycle (GO:0000278), regulation of cell cycle process (GO:0010564), DNA metabolic process (GO:0006259), and spindle organization (GO:0007051) (Figure 3B). These results are consistent with previously published data.

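Of a list of 43 genes expressed in S phase, 21 could be paired with identifiers. In the edgeR test, 19 of the 21 had an FDR under 0.05 and were higher in tumor, and 21 did with p-values adjusted over the list alone. The pairing with names favors genes that the paper calls, so the share says nothing about the remaining genes of the list. The log2 fold changes lay between 0.99 and 3.31, with a median of 2.15.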

The classical group analysis identifies DEGs that are broadly dysregulated among patients. As a whole, each of the tumors exhibited similar patterns in terms of DEGs and these are distinct from normal bone. However, expression was not necessarily consistent across patients for all DEGs. 

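For each dog, the difference between the variance-stabilized counts of tumor and bone was set against the direction of the group. Among the 867 significant genes of the edgeR test, the share in the direction of the group was lowest in dog C (96.8%) and highest in dog F (99.5%). Among the 2038 genes of the DESeq2 Wald test, it was lowest in dog E (88.4%) and highest in dogs B and F (95.2% each). These genes were selected for a difference over the same dogs, which raises all of these shares.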

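Of the 867 significant genes of the edgeR test, 776 changed in the direction of the group in all 7 dogs. None of the 867 had a dog with an opposite difference over 1 on the log2 scale, and 69 had a dog with an opposite difference of any size. Of the 2038 genes significant by the DESeq2 Wald test, 1129 changed in the direction of the group in all 7 dogs and 133 had at least 1 dog with an opposite difference over 1. Only 4 or fewer dogs followed the group for 18 of these genes, against 1 of the 867.

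**Figure D1:**
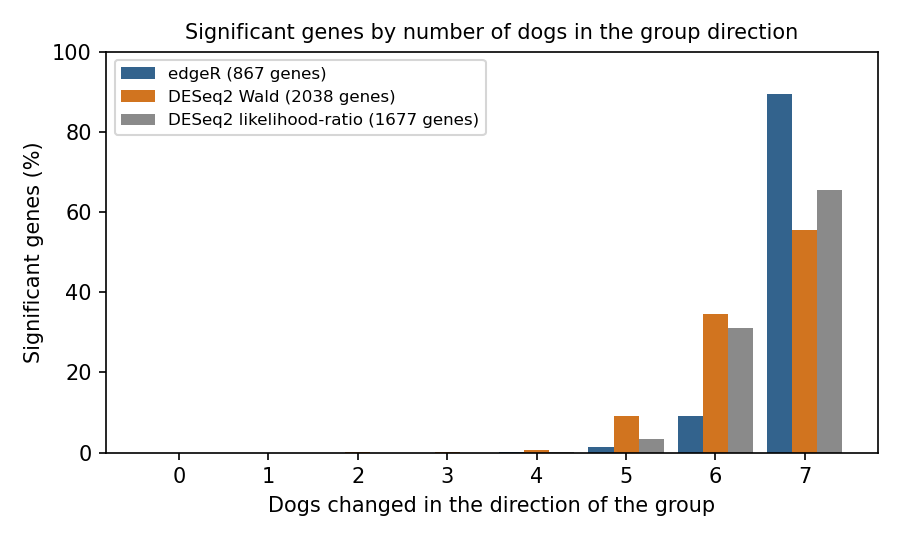
Share of the significant genes (%, vertical axis) by the number of dogs that changed in the direction of the group (horizontal axis), for the edgeR test, the DESeq2 Wald test and the DESeq2 likelihood-ratio test, which was added after the data were seen. All 7 dogs follow the group for 89.5% of the edgeR genes, 55.4% of the Wald genes and 65.5% of the likelihood-ratio genes. The sets hold 867, 2038 and 1677 genes, and sets of equal size were not compared.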

To observe how the top genes for the group analysis varied between individuals, we plotted the normalized counts of the number one upregulated and downregulated gene according to the smallest adjusted *p*-values (Figure 4B,D) and the largest log2 fold-change difference (Figure 4A,C). The top upregulated gene according to the largest fold-change difference was ENSCAFG00000044295 (L2FC = 13.5, FDR = 1.3 × 10^−4^), which, according to ENSEMBL, encodes an uncharacterized protein of 120 amino acids in length. 

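ENSCAFG00000044295 had 0 counts in 8 of the 14 libraries. Normalized counts in tumor were 286 in dog A, 171 in dog B, 153 in dog D and 221 in dogs F and G, and 0 in dogs C and E. In bone the gene was counted in dog E alone, at 167. It was higher in the tumor of 5 dogs and lower in 1 dog. The log2 fold change was 7.95 with an FDR of 0.1 in the edgeR test, and the FDR was 0.0162 without dog E.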

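GTSE1 (ENSCAFG00000000782) had 94.5 ± 28.5 normalized counts in bone and 768 ± 459 in tumor (SD, n = 7 dogs). Its log2 fold change was 2.86 (standard error 0.23, FDR = 0.00195 in the edgeR test) and stayed between 2.70 and 2.95 with each dog left out in turn. The lowest tumor value, 333 normalized counts in dog E, was above the highest bone value, 133 in dog C.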

The top upregulated gene with the smallest FDR was GTSE1 (L2FC = 2.9, FDR = 8.6 × 10^−31^), or G2 and S phase-expressed protein 1, which encodes a protein that binds the tumor suppressor protein P53 to repress its ability to induce apoptosis in response to DNA damage. The top downregulated gene according to fold-change was ARHGEF1 (L2FC = −10.7, FDR = 2.9 × 10^−3^), or rho guanine nucleotide exchange factor 1, which encodes a protein that may be involved in forming a complex with G proteins and the stimulation of rho-dependent signals. 

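ARHGEF1 (ENSCAFG00000028799) had 0 counts in 7 of the 14 libraries, and each dog had counts in 1 of its 2 tissues. Bone held 1060 normalized counts in dog A, 1127 in dog C, 318 in dog D and 1745 in dog G, whose tumors held 0. Tumor held 1863 in dog B, 2046 in dog E and 1074 in dog F, whose bone held 0. The mean was 607 ± 702 in bone and 712 ± 937 in tumor (SD, n = 7 dogs), a difference smaller than the spread between dogs. The edgeR test gave a log2 fold change of -4.26 with an FDR of 0.762, and the DESeq2 Wald test gave -10.75 with an adjusted p-value of 0.00292. The likelihood-ratio test on the same DESeq2 fit, added after the data were seen, gave an adjusted p-value of 0.682.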

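PLIN1 (ENSCAFG00000011986) was lower in the tumor of all 7 dogs, although its level in bone varied from 692 normalized counts in dog E to 13170 in dog D. The tumor values lay between 23.2 in dog B and 611 in dog D. The log2 fold change was -4.62 (standard error 0.38, FDR = 0.00195 in the edgeR test) and stayed between -4.84 and -4.37 with each dog left out in turn.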

The top downregulated gene with the smallest FDR was PLIN1 (L2FC = −4.6, FDR = 1.9 × 10^−35^), or perilipin 1, which encodes a protein involved in adipocyte lipid metabolism.

Visualization of these normalized gene counts shows some variation among patients, some even showing an inverse relationship despite having an FDR < 0.05 (Figure 4C).

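Among the genes of Figure 4, the 7 dogs split by direction only for the pair with the largest fold changes. GTSE1 was higher in 7 and PLIN1 lower in 7 of the 7 tumors, each by more than 2-fold. ARHGEF1 was more than 2-fold lower in 4 tumors and more than 2-fold higher in 3, by 4.44 to 5.35 on the variance-stabilized log2 scale. From the normalized counts, the paper states that some patients show an inverse relationship although the gene passes its FDR threshold.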

### 3.3. Individual Analysis

To supplement the classical group analysis, we sought to identify the top DEGs in each individual patient by calculating log2 fold-change values for each pair of tumor and normal samples using the significant genes from the group analysis. Figure 5 depicts the normalized counts of the top upregulated gene in each patient. While the results show a general trend shared among individuals (Figure 5C–F), the top genes for patient A and B are heavily skewed by substantial counts in the tumor of that specific transcript, and minimal to no counts in the other patients (Figure 5A,B). The top upregulated gene for patient A, ENSCAFG00000041995, encodes a predicted long non-coding RNA of 1359 bp with unknown functions (Figure 5A). 

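ENSCAFG00000041995 had 27014 normalized counts in the tumor of dog A and 0 in its bone, an individual log2 fold change of 9.03. The gene had 0 counts in 11 of the 14 libraries, and the other libraries with counts were the bone of dogs B (1824) and C (505). No replicate of a dog's tissue was sequenced, so the individual value has no error.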

Interestingly, this gene was found to be the second top downregulated gene when ordered by fold-change for the group analysis, with a log2 fold-change of −10.25 and FDR of 0.006 (Table 2). 

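In the group comparison, the edgeR test gave ENSCAFG00000041995 a log2 fold change of -6.11 with an FDR of 0.688. The direction rested on single dogs. Without dog B the log2 fold change was 0.82, and without dog C it was 0.23. Without dog A it was -11.57, with an FDR of 0.0238. The DESeq2 Wald test gave -10.25 with an adjusted p-value of 0.00631, and its likelihood-ratio test, added after the data were seen, gave an adjusted p-value of 0.593. The mean was 333 normalized counts in bone and 3859 in tumor.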

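LOC403585 (ENSCAFG00000009135) had 4452 normalized counts in the tumor of dog B and 0 in its bone, an individual log2 fold change of 6.42. It had 0 counts in 10 of the 14 libraries. The other counts were 230 in bone and 253 in tumor of dog A and 116 in the tumor of dog F.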

For patient B, the top upregulated gene was LOC403585, also known as serum amyloid A1, which encodes a protein that is expressed in response to inflammation (Figure 5B). In the group analysis, this gene was found to be the second top upregulated gene when ordered by fold-change, with a log2 fold-change of 12.75 and an FDR of 0.0004. 

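In the edgeR test, the log2 fold change of LOC403585 was 6.27 with an FDR of 0.348, and it ranged from 2.55 to 12.08 with each dog left out in turn. Without dog A the FDR was 0.0181. Its normalized counts were 32.9 ± 87.1 in bone and 689 ± 1662 in tumor (SD, n = 7 dogs), so the spread between dogs exceeded the mean in both tissues.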

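TFPI2 (ENSCAFG00000002040) had counts in all 14 libraries and was higher in the tumor of all 7 dogs. The individual log2 fold change was 5.92 in dog C, 4.68 in dog G and 4.50 in dog F, and the smallest was 0.52 in dog E. The group log2 fold change was 3.21 (standard error 0.83, FDR = 0.0637 in the edgeR test). Without dog E the FDR was 0.0491, and over the alternatives with all 7 dogs the adjusted p-value lay between 9.13e-07 and 0.0637. The edgeR set therefore did not hold TFPI2, and the significant genes with the largest rise in dogs C and G were CD5L (3.89) and RRM2 (4.63).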

The top upregulated gene for both patients C and G was TFPI2 (tissue factor pathway inhibitor 2), which encodes a serine proteinase inhibitor that has been identified as a tumor suppressor in a variety of cancers (Figure 5C). The top upregulated gene in patient D, COL11A1 (collagen type XI α 1 chain), encodes a protein component of pro-collagen type XI, a major component of bone tissue (Figure 5D). 

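COL11A1 (ENSCAFG00000019985) rose by 3.81 on the variance-stabilized log2 scale in dog D, from 714 to 11113 normalized counts. Dogs A, B, E and G rose by between 3.46 and 3.89, and dog F by 2.56. In dog C it went from 934 to 495 normalized counts, a change of -0.79. The group log2 fold change was 3.17 (standard error 0.58, FDR = 0.0157 in the edgeR test). The FDR was 0.0521 without dog A, 0.0523 without dog G and 0.00218 without dog C.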

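SFRP2 (ENSCAFG00000008353) went from 229 normalized counts in bone to 129992 in tumor of dog E, an individual log2 fold change of 8.63. The next largest was 3.88 in dog G, and the smallest was 0.86 in dog D. All 7 tumors were higher than the bone of the same dog. The group log2 fold change was 3.18 (standard error 0.81, FDR = 0.0603 in the edgeR test). Without dog E the log2 fold change was 2.63 with an FDR of 0.0178. Over the alternatives that kept all 7 dogs, the adjusted p-value lay between 2.26e-06 and 0.0603.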

For patient E, the top upregulated gene was SFRP2 (secreted frizzled related protein 2), which encodes a protein involved in Wnt signaling (Figure 5E). The top upregulated gene in Patient F was ENSCAFG00000028460, which encodes two long non-coding RNA transcripts with unknown functions (Figure 5F). These three genes, COL11A1, SFRP2, and ENSCAFG00000028460, were not observed in the top 20 down- or up-regulated genes from the group analysis.

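ENSCAFG00000028460 went from 50.2 to 9212 normalized counts in dog F, an individual log2 fold change of 6.09. It was higher in 5 tumors and lower in 2, with differences of -0.90 in dog B and -0.19 in dog E. The edgeR test gave a group log2 fold change of 1.79 (standard error 0.92, FDR = 0.363).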

Similarly, the top downregulated gene for each patient was determined and more overlap among individuals was observed (Figure 6). 

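The smallest individual difference was taken over the significant genes of each test. Over the 2038 genes of the DESeq2 Wald test, 7 of 7 dogs had the gene of Table 3. Over the 867 genes of the edgeR test, 4 of 7 dogs did, since ENSCAFG00000034058 was not among them. In its place, dog B had CHAD (-6.56), dog E had CLDN11 (-4.76) and dog G had SOST (-5.78). For upregulated genes the counts were 7 of 7 dogs with the DESeq2 genes and 0 of 7 with the edgeR genes.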

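CYTL1 (ENSCAFG00000015706) had 4808 normalized counts in the bone of dog A and 3.69 in its tumor, an individual log2 fold change of -6.13. The bone of dogs B and C held 3968 and 6348 normalized counts, while that of dogs D and F held 2.34 and 13.4. In the tumors the gene stayed at or below 4.97 normalized counts. The edgeR test gave an FDR of 0.00865.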

The top downregulated gene for patient A was CYTL1 (cytokine-like 1), which encodes a protein that is expressed in bone marrow and cord blood mononuclear cells with the CD34 surface receptor [30] (Figure 6A). The top downregulated gene for patients B, E, and G was ENSCAFG00000034058, which encodes a 1501 bp long non-coding RNA with uncharacterized function (Figure 6B). 

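ENSCAFG00000034058 fell by 8.17 on the variance-stabilized log2 scale in dog B, by 6.61 in dog E and by 6.86 in dog G, each to 0 counts in tumor. It rose by 6.02 in dog A, to 161450 normalized counts in tumor from 2464 in bone. Dogs C and D changed by 0.01 and 0.48, and dog F had 0 counts in both tissues. The mean was 5786 ± 4578 normalized counts in bone and 25136 ± 60214 in tumor (SD, n = 7 dogs). The edgeR test gave a log2 fold change of -4.47 with an FDR of 0.708.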

The top downregulated gene for patient C was MYOC (myocilin) which encodes a protein involved in cytoskeletal function (Figure 6C). 

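MYOC (ENSCAFG00000014924) went from 13930 normalized counts in the bone of dog C to 0 in its tumor, an individual log2 fold change of -8.04. All 7 tumors were lower than the bone of the same dog, and the smallest difference was -1.07 in dog E, whose bone held 149 normalized counts. The group log2 fold change was -7.74 (standard error 1.14, FDR = 0.00648 in the edgeR test).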

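MEPE (ENSCAFG00000047433) had individual log2 fold changes of -9.05 in dog F and -7.33 in dog D. Its level in bone ranged from 314 normalized counts in dog A to 60853 in dog E, and its level in tumor from 5.79 in dog B to 3872 in dog E. It was lower in 7 of 7 tumors by more than 2-fold, with a group log2 fold change of -7.39 (standard error 1.34, FDR = 0.0153 in the edgeR test). Without dog G, the FDR was 0.0517.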

The top downregulated gene in patients D and F was MEPE (matrix extracellular phosphoglycoprotein) which encodes a protein component of the extracellular matrix of bone (Figure 6D).

To compare the individual and group analysis results, we extracted the log2 fold-change values and adjusted *p*-values (FDR) from the group analysis for each top gene from the individual analysis (Table 3). 

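The spread of the individual values differed between the genes of Table 3. MYOC and MEPE were lower in every dog, and TFPI2 and SFRP2 were higher in every dog. ENSCAFG00000028460, ENSCAFG00000034058 and ENSCAFG00000041995 changed in both directions, and COL11A1 did so through dog C alone.

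**Figure D2:**
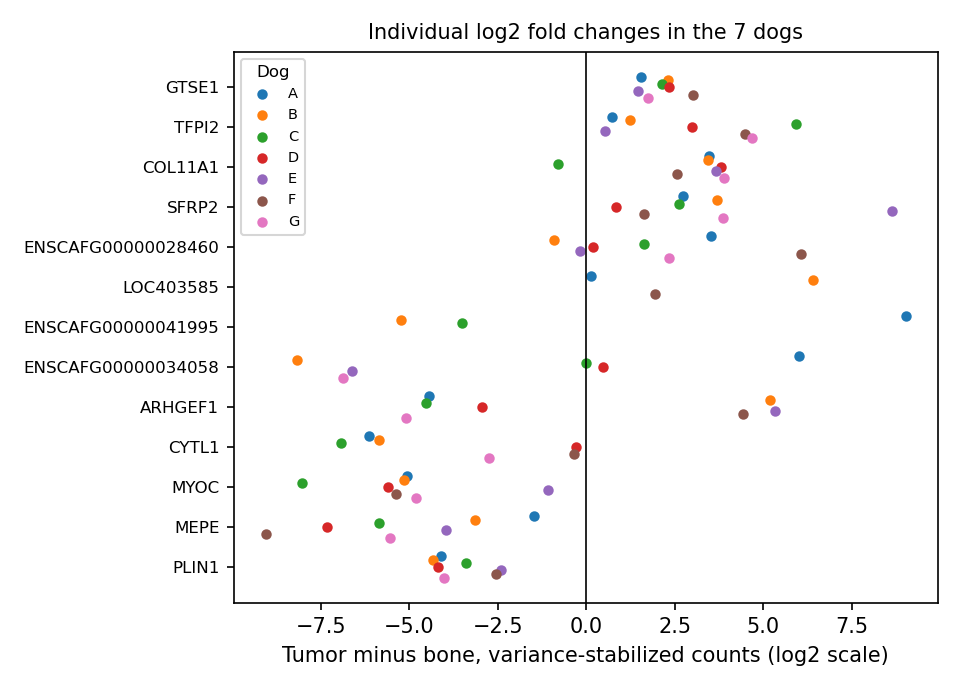
Difference between tumor and bone of the same dog in variance-stabilized counts (log2 scale, horizontal axis) for genes of Table 3 and Figure 4 (vertical axis), with 1 point per dog in the color of the legend. A dog with 0 counts in both libraries has no point, which leaves 3 points for ENSCAFG00000041995. ARHGEF1 lies on both sides of 0 with no dog near it.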

While the results show similarities, the top upregulated gene in patient A (ENSCAFG00000041995) shows distinct opposition in terms of the direction of fold-change from the group analysis (L2FC = −10.25). In fact, while this gene is significantly over-expressed in patient A’s tumor, it is modestly downregulated in two tumors (patients B and C) and shows no evidence of expression in tumor or normal bone for the remaining patients (Figure 5A). Furthermore, this gene was identified as the second most downregulated gene from the group results when ordered by log2 fold-change (Table 2).

## 4. Discussion

Osteosarcoma is a highly complex and volatile bone tumor primarily seen in pediatric patients for which treatment has remained stagnant for almost 40 years. It is well-established that canine OSA is an ideal model for studying the human disease, as well as developing and testing therapeutic alternatives, such as precision medicine concepts. Using dogs, we aim to fill gaps in the current knowledge of OSA tumorigenesis while identifying potential therapeutic targets that can be tested and evaluated in a clinical setting.

While the technology of precision medicine has rapidly advanced, the overall clinical efficacy of such therapies leaves much to be desired, due primarily to the inherent heterogeneity and rapid evolution of drug-resistant mechanisms that define cancer [31]. Though cancer is traditionally considered a disease of genotypic origin, the phenotype reflects the accumulated genetic complexity and actionable targets that may be exploited. Transcriptomic sequencing provides a snapshot of gene expression and a link between genotypic and phenotypic landscape. In the context of cancer, where aberrant transcriptional patterns are pervasive, transcriptome profiling can identify and quantify changes in gene activity that are distinctive of tumors. Using this information, we can identify differentially expressed genes associated with various cellular processes and pathways that may be broadly expressed among patients to guide current treatment options and develop new therapies.

Traditional differential gene analysis groups individuals together to derive statistically meaningful DEGs; however, this approach fails to account for intra- and inter-tumoral heterogeneity and therefore is limited in its application for precision medicine. Deriving individual fold-change values provides additional insight into the differences among patients and potential targets that may be beneficial for a subset of patients. Individual-level analyses are difficult due to the lack of statistical inference that can be derived from a single sample. To address this limitation, we selected only the significant DEGs from the group analysis to be carried forward to the individual-level analysis, thereby providing some statistical basis for the individual results. However, it must be recognized that some distinctive gene expression alterations may be so specific to one individual that they will be lost from this analysis.

Using this concept, we sequenced the transcriptomes of seven primary canine OSA tumors and patient-matched normal bone samples to derive differentially expressed genes (DEGs). In contrast to previously published studies, all samples were collected before chemotherapy and evidence of macro-metastatic lung disease to limit confounding interpretation of the results. Furthermore, normal bone samples were collected from each patient to generate suitable baseline gene expression levels. To our knowledge, this is the first study to derive normal expression for each patient using a biologically appropriate sample (bone) which is representative of the tumor’s cell-of-origin (osteoblasts and osteocytes, depleted of bone marrow) in primary osteosarcoma prior to chemotherapy. This pairwise comparison reduces biological variability, increases statistical power, and provides a more thorough perspective of differential gene expression.

The clustering of the DEGs derived from the traditional group analysis showed distinct relationships between tumor and normal samples as a group. 

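The distance of each library to the centroid of the other 6 libraries of its tissue was taken over the 500 genes of the principal components. It was 27.5 ± 4.44 in bone and 43.3 ± 4.57 in tumor (SD, n = 7), and the tumor lay farther out than the bone in 6 of 7 dogs. The difference of 15.8 had p = 0.0312 in an exact permutation test (two-sided, all exchanges of the labels within dogs). The tissues were not centred first, so the exchanged groups mix libraries of both tissues. The p-value therefore bears on exchange of the tissues as a whole and does not test spread alone. With each dog left out in turn the difference stayed between 14.8 and 19.3, and p was 0.0625 without dog A, B, C, D or F, where the smallest p that 6 dogs allow is 0.0312.

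**Figure D3:**
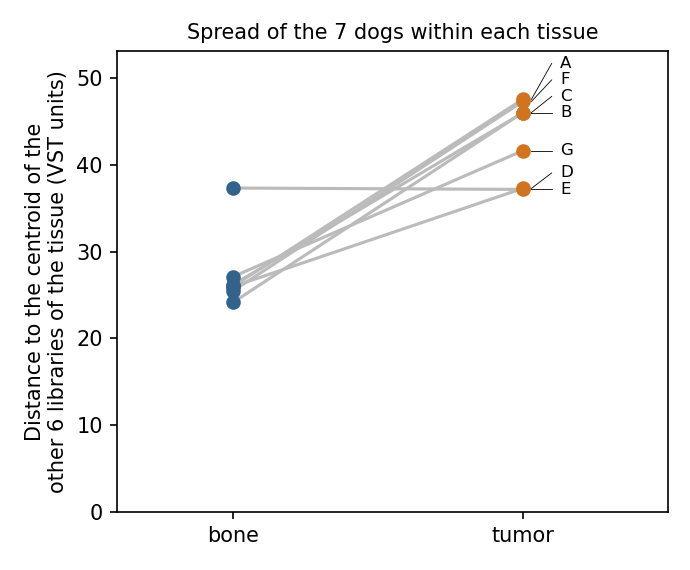
Distance of each library to the centroid of the other 6 libraries of its tissue, in units of the variance-stabilized counts (vertical axis), for bone and tumor (horizontal axis). Each point is 1 library, lines join the libraries of 1 dog, and the tumor points are labelled by dog. Bone lies between 24.2 and 37.4 and tumor between 37.2 and 47.6.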

The wide dispersion and variability in the tumor samples, as evidenced in the PCA plot (Figure 2C), is believed to be related to the intra- and inter-tumoral heterogeneity. The bone tissues were depleted of bone marrow and any cells other than those embedded within the bone matrix, whereas the tumor samples may contain many different types of cells at various stages of differentiation (for example, infiltrating immune cells and de-differentiated cells with a more stem-cell-like phenotype). Furthermore, even tumors of the same type or source exhibit heterogeneity in their molecular profile [32].

We used traditional group analysis to statistically identify the top genes that are broadly dysregulated among the patients. Significant DEGs were selected based on padj < 0.05, FC > 2 or <−2, and a base mean count > 10, and these results were ranked based on log2 fold-change as well as an adjusted *p*-value. The top upregulated genes from the group analysis included GTSE1 (when sorted by padj) and ENSCAFG00000044295 (when sorted by log2 fold-change). GTSE1 regulates the G1/S cell cycle transition and has been reported to be overexpressed in other human cancers [33,34,35,36]. GTSE1 has been implicated in conferring cisplatin resistance in human osteosarcoma, though more studies are necessary to confirm its role in OSA tumorigenesis [37]. ENSCAFG00000044295 encodes a 120 amino acid protein with uncharacterized functions that does not correlate to any human ENSEMBL IDs. The top downregulated genes included PLIN1 (when sorted by padj) andARHGEF1 (when sorted by log2 fold-change). The downregulation of PLIN1 mRNA has been reported in breast cancer and is considered a tumor suppressor in breast cancer progression [38,39]. The dysregulation of rho GTPases, including ARHGEF1, are commonly reported in a variety of cancers [40].

We showed that the group results can sometimes be misleading due to the heterogeneity among individuals. In some cases, a bi-directional change in expression was observed among patients. To circumvent this, we used individual-level analysis to derive log2 fold-change values for each patient using only the significant genes identified in the group analysis. We used this information to identify the top upregulated and downregulated genes in each patient and compare their expression across individuals. The top downregulated gene was shared between patients B, E, and G (ENSCAFG00000034058), as well as for patients D and F (MEPE). ENSCAFG00000034058 encodes a long non-coding RNA with unknown functions. Co-expression network analysis has revealed MEPE as a dysregulated gene in human osteosarcoma [41]. The top upregulated gene was different for all individuals (A: ENSCAFG00000041995, B: LOC403585, D: COL11A1, E: SFRP2, F: ENSCAFG00000028460), except for patients C and G (TFPI2). The upregulation of COL11A1 and SFRP2 has been reported in human osteosarcoma [22,42]. TFPI2, a tumor suppressor gene, has been shown to be upregulated in other cancers, including colorectal, gastric, and prostate [43,44,45]. Both ENSCAFG00000041995 and ENSCAFG00000028460 encode uncharacterized long non-coding RNAs that do not correlate to known human ENSEMBL gene IDs. More studies are needed to evaluate their role in OSA tumorigenesis.

The top upregulated gene in patient A (ENSCAFG00000041995) showed an inverse relationship in terms of the direction of fold-change in the group analysis. In fact, this gene was the second-most downregulated gene according to the group results sorted by log2 fold-change, despite having an adjusted *p*-value less than 0.05. The observed differences in gene expression among individuals may be due to (1) the effects of different mutations in combination with genetic and/or environmental effects, (2) the stage of the tumor, or (3) initial RNA quality. This example represents the hallmark conclusion of this study; despite relatively stringent filtering conditions to minimize noise and confidently identify the top DEGs, traditional group analyses can be misleading and lead to the identification of therapeutic targets that may be ineffective for most patients.

Consistent with the conventional theme of research, this study is not without limitations. With a small sample size of seven, the statistical power is limited. As with all next-generation sequencing studies, computational challenges may limit the downstream interpretation. For example, the extent of gene annotation in the canine reference genome (CanFam3.1) limited our ability to identify the appropriate human orthologs. Additionally, it is becoming increasingly evident that non-coding RNAs such as micro-RNA and long non-coding RNA (lncRNA) play a dynamic role in tumor progression [18,19]. This study utilized a sequencing approach that excluded RNAs without poly-A tails. However, some lncRNAs are produced and processed with poly-A tails and as such were included in the sequencing. Furthermore, the heterogeneity of tumors makes it difficult to understand and characterize the phenotypic landscape, its components, and how those components affect tumor progression. It is also difficult to identify the distribution of these changes; for example, a highly upregulated gene may be vastly over-expressed, but only prevalent in only a small subset of cells. The clonal hypothesis implies a spatial distribution of different tumor cell populations, and using a single small section for sequencing may impair our ability to detect other cellular subsets. With the advancement of single-cell RNA sequencing and the development of accompanying bioinformatics tools, we may be able to elucidate the details of a tumor’s phenotype more clearly. While more studies are needed to evaluate the role these dysregulated genes play in tumorigenesis, these results support the notion that traditional group DEG analysis should be supplemented by individual-level analysis in the context of precision medicine for the identification of potential therapeutic targets.

## 5. Conclusions

Canine OSA serves as an excellent model for determining molecular targets and developing and evaluating personalized precision treatment. The relatively ample availability of dogs with spontaneously occurring OSA provides a powerful and underused translational model. Limb amputation offers the opportunity to easily collect tumor samples for sequencing as well as appropriate normal tissue, for example, from the distal phalanges, to allow comparisons within the same patient prior to chemotherapy [23].

The goal of precision medicine is to use an individual tumor’s molecular profile, rather than tumor category or stage, to inform therapeutic decisions and design novel treatments. Group DEG analysis has been traditionally used to identify relevant genes, but these results do not account for intra- or inter-tumoral differences. Despite using a multi-factor paired design to account for differences between individuals, as well as strict filtering parameters to minimize noise, our results showed some conflicting elements and variation in DEG expression. These results suggest that identifying significantly up- or downregulated genes as potential therapeutic targets using traditional group analysis may not always be appropriate, even when stringent filtering conditions are used. While these conclusions may be well established in the bioinformatics community, they may be lesser known in the precision oncology field, where DEG analysis is pervasive. Supplementing DEG analyses with individual-level analyses provides additional insight into the intra- and inter-tumoral heterogeneity.

The novelty of this study lies in the sample set as well as the analytical workflow. In contrast to other published studies, (1) all samples were obtained prior to chemotherapy, which can alter the phenotype; (2) normal bone samples (depleted of contaminating tissue) from each patient were used as the comparator tissue for baseline gene expression; and (3) DEG analysis was supplemented by individual-level analysis and compared to group DEG analysis. This study demonstrates that the variation in DEG expression between individuals, obtained using traditional group DEG analysis, is sufficient to warrant further individual-level analysis to identify more effective targets for precision therapy.

## Figures and Tables

**Figure 1:**
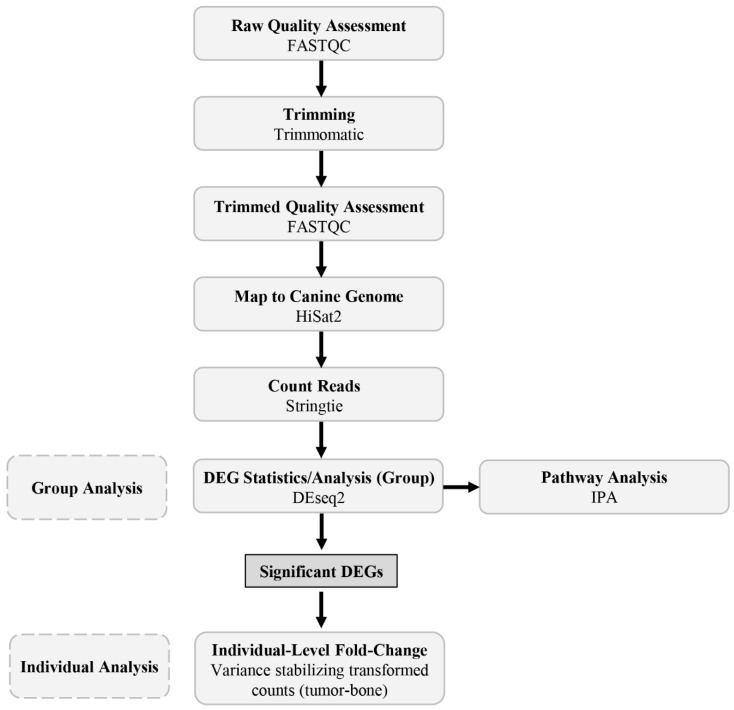
Overview of bioinformatic pipeline used to process and analyze data. RNA sequence data were subjected to modest trimming with Trimmomatic and quality analysis with FASTQC prior to mapping to the reference canine genome with HiSat2, counting reads with Stringtie, and DEG statistics with DEseq2 to generate significant DEGs (FDR < 0.05, FC > 2, ≤2) which were carried forward in pathway and individual analyses. Using the significant DEGs from the group analysis, fold-change values were generated for each patient to produce the individual-level data. Bioinformatic tools and packages utilized are indicated.

**Figure 2:**
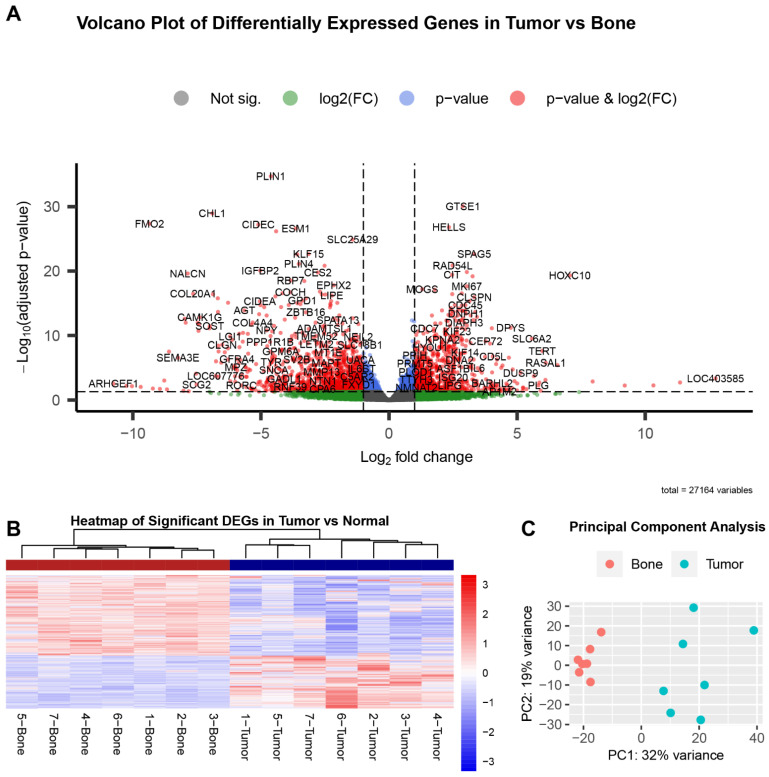
Analysis of differential gene expression in tumor vs normal group data reveals over 3000 significant DEGs. Volcano plot shows many genes are highly differentially expressed between tumor vs. normal (**A**). Genes indicated in red are significant in terms of both adjusted *p*-value (<0.05) and fold-change (>2 and ≤2). The sign of fold-change (positive or negative) was retained and is reported in terms of tumor compared to bone. Heatmap of the significant genes (FDR < 0.05) shows that these DEGs easily differentiate tumor from normal tissue (**B**). Each row represents a gene and upregulation is indicated in red, while downregulation is shown in blue. Patient and sample ID is indicated underneath the corresponding column. PCA plot shows grouping of normal bone samples (red circles) distinct from tumor samples (blue circles) as expected (**C**). The dispersion and variability of the tumor samples is thought to be related to intra- and inter-tumoral heterogeneity.

**Figure 3:**
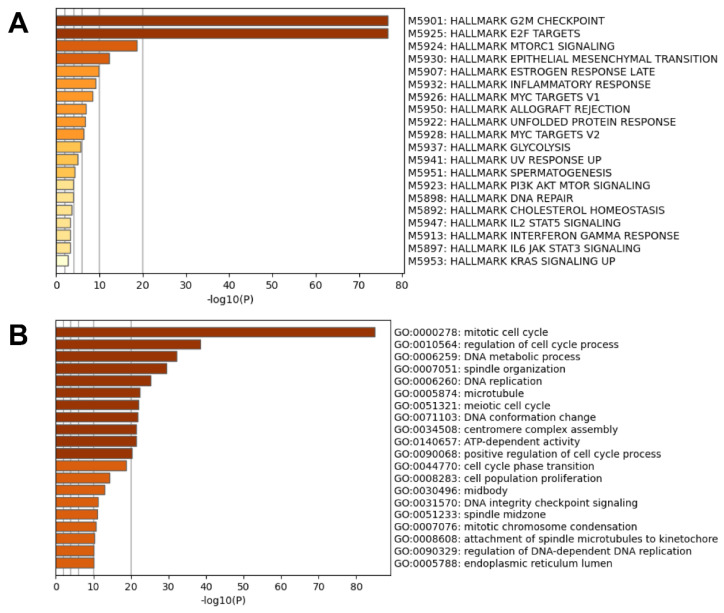
Pathway analysis of the upregulated DEGs using hallmark pathways (**A**) and gene ontology (GO) enrichment terms (**B**).

**Figure 4:**
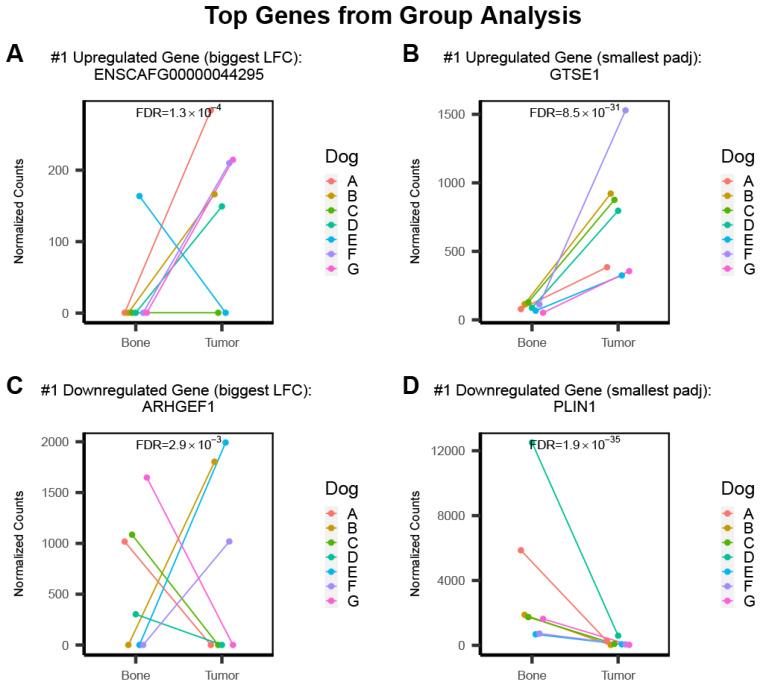
Plots of the normalized counts of the top up- and down-regulated genes in the classical group analysis show some variation among individual patients. The number one gene when ordered by log2 fold-change shows variation among individual patients (**A**,**C**). The top gene when ordered by smallest adjusted *p*-value shows less variation in terms of direction of fold-change, but some variation between individuals is still evident (**B**,**D**).

**Figure 5:**
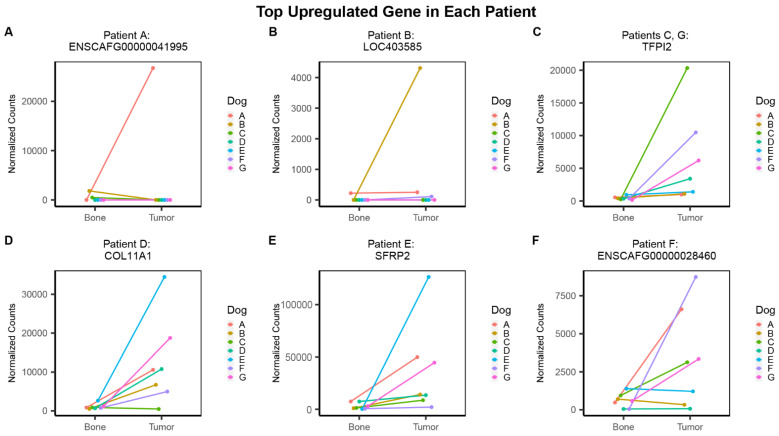
Plots of the top upregulated gene for each dog based on individual-level analysis reveal further variation among patients. The normalized counts of the top upregulated gene in each patient is shown. The top upregulated gene for patient A was ENSCAFG00000041995 (**A**). The top upregulated gene for patient B was LOC403585 (**B**). Patients C and G shared the same top upregulated gene, TFPI2 (**C**). The top upregulated gene for patient D was COL11A1 (**D**). The top upregulated gene for patient E was SFRP2 (**E**). The top upregulated gene for patient F was ENSCAFG00000028460 (**F**).

**Figure 6:**
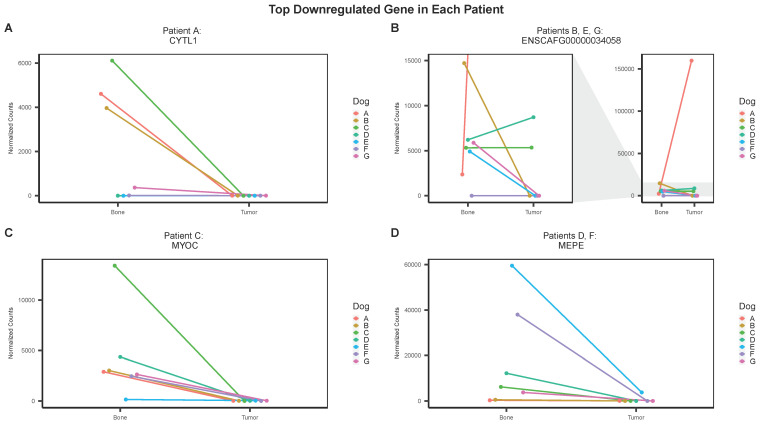
The top downregulated gene for each individual dog is shared among some patients. The normalized counts of the top downregulated gene in each patient are shown. The top downregulated gene in patient A was CYTL1 (**A**). Patients B, E, and G share the same top downregulated gene, ENSCAFG00000034058 (**B**). The top downregulated gene in patient C was MYOC (**C**). Patients D and F share the same top downregulated gene, MEPE (**D**).

**Table 1:** Summary of canine osteosarcoma patients. Tumor and patient-matched normal bone samples were obtained from seven dogs undergoing limb amputation for osteosarcoma. Age is based on the date of limb amputation and breed is reported per the owner. (RIN = RNA integrity number, yrs = years, mos = months).

Patient	Sex	Neuter Status	Age	Tumor Site	Breed	Tumor RIN	Bone RIN
A	M	Castrated	10 yrs, 6 mos	Left distal radius	Golden Retriever	5.0	6.6
B	M	Castrated	7 yrs	Left distal femur	Rottweiler	7.4	4.5
C	M	Castrated	7 yrs	Left distal radius	Doberman Pinscher	6.9	6.5
D	M	Castrated	11 yrs, 9 mos	Left proximal humerus	Greyhound	6.4	6.7
E	F	Spayed	7 yrs, 6 mos	Left distal radius	Great Pyrenees	6.9	6.9
F	M	Castrated	7 yrs	Right distal radius	Golden Retriever	8.3	7.1
G	F	Spayed	9 yrs, 9 mos	Right distal tibia	Greyhound	6.7	7.2

**Table 2:** List of top 10 upregulated and downregulated genes in tumor vs. normal from group analysis. When ordered by lowest and highest log2 fold-change, many of the ENSEMBL gene identifications do not correspond to known gene symbols. When ordered by smallest adjusted *p*-value (FDR), all ENSEMBL IDs correspond to known symbols.

Top 10 Downregulated Genes in Tumor, Ordered by Log2 Fold-Change				
ENSEMBL	SYMBOL	Log2FC	Padj	GENE NAME
ENSCAFG00000028799	ARHGEF1	−10.75	2.93 × 10^−3^	Rho guanine nucleotide exchange factor 1
ENSCAFG00000041995	NA	−10.25	6.33 × 10^−3^	NA
ENSCAFG00000007622	NA	−10.04	6.95 × 10^−3^	NA
ENSCAFG00000005350	NA	−9.69	9.07 × 10^−3^	NA
ENSCAFG00000014986	FMO2	−9.35	4.40 × 10^−28^	flavin containing dimethylaniline monoxygenase 2
ENSCAFG00000042006	NA	−9.22	1.63 × 10^−2^	NA
ENSCAFG00000049609	NA	−8.94	1.84 × 10^−2^	NA
ENSCAFG00000008109	NA	−8.77	9.28 × 10^−4^	NA
ENSCAFG00000029213	LOC607979	−8.67	2.22 × 10^−2^	eukaryotic translation initiation factor 3, subunit L pseudogene
ENSCAFG00000011465	NA	−8.59	3.20 × 10^−8^	NA
**Top 10 Upregulated Genes in Tumor, Ordered by Log2 Fold-Change**				
ENSCAFG00000044295	NA	13.49	1.31 × 10^−4^	NA
ENSCAFG00000009135	LOC403585	12.75	4.34 × 10^−4^	serum amyloid A1
ENSCAFG00000032019	NLRP12	11.36	1.85 × 10^−3^	NLR family pyrin domain containing 12
ENSCAFG00000013213	NA	10.32	5.31 × 10^−3^	NA
ENSCAFG00000043115	NA	9.20	5.53 × 10^−3^	NA
ENSCAFG00000007173	NA	7.95	1.31 × 10^−3^	NA
ENSCAFG00000006648	HOXC10	7.06	4.67 × 10^−3^	homeobox C10
ENSCAFG00000015211	APOBEC3Z1	6.58	3.81 × 10^−6^	apolipoprotein B mRNA editing enzyme, catalytic polypeptide-like
ENSCAFG00000008986	RASAL1	6.12	1.68 × 10^−6^	RAS protein activator like 1
ENSCAFG00000035513	LOC111093651	6.11	7.53 × 10^−4^	uncharacterized LOC111093651
**Top 10 Downregulated Genes in Tumor, Ordered by Adjusted *p*-value**				
ENSCAFG00000011986	PLIN1	−4.61	1.91 × 10^−35^	perilipin 1
ENSCAFG00000006248	CHL1	−6.90	1.11 × 10^−29^	cell adhesion molecule L1 like
ENSCAFG00000014986	FMO2	−9.35	4.40 × 10^−28^	flavin containing dimethylaniline monoxygenase 2
ENSCAFG00000005266	CIDEC	−5.10	6.25 × 10^−28^	cell death inducing DFFA like effector c
ENSCAFG00000018381	ESM1	−3.63	2.38 × 10^−27^	endothelial cell specific molecule 1
ENSCAFG00000006392	ACKR4	−4.41	6.62 × 10^−27^	atypical chemokine receptor 4
ENSCAFG00000030764	SLC25A29	−1.42	1.31 × 10^−25^	solute carrier family 25 member 29
ENSCAFG00000003807	KLF15	−3.14	2.28 × 10^−23^	Kruppel-like factor 15
ENSCAFG00000001854	AQP7	−3.58	2.66 × 10^−23^	aquaporin 7
ENSCAFG00000015323	PLIN4	−3.52	7.60 × 10^−22^	perilipin 4
**Top 10 Upregulated Genes in Tumor, Ordered by Adjusted *p*-value**				
ENSCAFG00000000782	GTSE1	2.88	8.51 × 10^−31^	G2 and S-phase expressed 1
ENSCAFG00000008090	HELLS	2.34	1.54 × 10^−27^	helicase, lymphoid specific
ENSCAFG00000018724	SPAG5	3.33	2.28 × 10^−23^	sperm associated antigen 5
ENSCAFG00000004272	RAD54L	2.48	1.35 × 10^−21^	RAD54 like
ENSCAFG00000016616	IQGAP3	3.04	1.41 × 10^−20^	IQ motif containing GTPase activating protein 3
ENSCAFG00000010114	CIT	2.46	3.84 × 10^−20^	citron rho-interacting serine/threonine kinase
ENSCAFG00000006648	HOXC10	7.06	4.67 × 10^−20^	homeobox C10
ENSCAFG00000016090	TOP2A	3.26	6.47 × 10^−20^	DNA topoisomerase II α
ENSCAFG00000013255	MKI67	3.04	2.35 × 10^−18^	marker of proliferation Ki-67
ENSCAFG00000008478	MOGS	1.30	6.47 × 10^−18^	mannosyl-oligosaccharide glucosidase

**Table 3:** Comparison of individual-level analysis with group analysis results. The top up- and downregulated gene for each patient according to log2 fold-change values from individual analysis shows some similarities to group analysis results. The top upregulated gene in patient A (ENSCAFG00000041995) shows distinct opposition in terms of direction of fold-change in the group results.

		Patient	Gene	Log2FC (Individual)		Log2FC (Group)	FDR
Individual Analysis Results	Top Upregulated Gene	A	ENSCAFG00000041995	9.03	Group Analysis Results	−10.25	6.39 × 10^−3^
		B	LOC403585	6.42		12.75	4.37 × 10^−4^
		C	TFPI2	5.92		3.23	3.60 × 10^−6^
		D	COL11A1	3.81		3.18	1.49 × 10^−9^
		E	SFRP2	8.63		3.19	7.36 × 10^−6^
		F	ENSCAFG00000028460	6.09		1.79	4.15 × 10^−2^
		G	TFPI2	4.68		3.23	3.60 × 10^−6^
	Top Downregulated Gene	A	CYTL1	−6.13		−6.65	2.34 × 10^−4^
		B	ENSCAFG00000034058	−8.17		−5.92	3.31 × 10^−2^
		C	MYOC	−8.04		−7.97	2.58 × 10^−13^
		D	MEPE	−7.33		−7.47	1.06 × 10^−12^
		E	ENSCAFG00000034058	−6.61		−5.92	3.31 × 10^−2^
		F	MEPE	−9.05		−7.47	1.06 × 10^−12^
		G	ENSCAFG00000034058	−6.86		−5.92	3.31 × 10^−2^

## Data Availability

The data used in this study have been deposited into the NCBI GEO repository under accession number GSE199489. Data and scripts used for processing and generating figures can be found at DEseq2, https://github.com/rln0005/OSA_RNAseq (accessed on 1 February 2022).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/genes13040680/s1, Data S1: Results for all genes, Data S2: significant genes, Data S3: individual fold-change, Data S4: raw gene counts.

How the deposited data were processed for this re-analysis (not part of the article)

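Gene expression was measured by sequencing of polyadenylated RNA in the bone and the tumor of 7 dogs, A to G, giving 14 libraries. The authors trimmed the reads with Trimmomatic, mapped them with HiSat2 to the canine reference genome and made a table of read counts per Ensembl gene with Stringtie. The deposited values are these raw counts, without normalization; the strand and multi-mapping settings are not stated in the paper's text, so counts of genes with near-identical copies are uncertain. The table has 1 column for each library. Every column was matched to its library by its name, and the 1999 rows held of Supplementary Data S4 had the same counts for all 14 libraries.

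Total counts per library ranged from 18650945 to 34479429. Intervals between dogs describe biological and technical variation together, because each tissue of each dog was sequenced in a single library. Bone and tumor were paired because they came from the same animal. As a check, the deviations of each library from its tissue mean were correlated within dogs over 16417 genes. The correlation was between 0.0061 and 0.14, with a median of 0.0942, against a median of -0.0173 between dogs, and 3 of 7 dogs lay above 0.1. Taking deviations from the tissue mean pulls the between-dog values below 0, so they are no independent reference.

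The edgeR quasi-likelihood test (edgeR 4.0.16, R 4.3.3) with TMM normalization was applied to the 27655 genes with at least 1 count, with dog and tissue in the design. Genes were called significant at an FDR under 0.05, a base mean over 10 and a fold change over 2, as in the paper. DESeq2 1.42.0 and limma 3.58.1 were used for alternatives and for the variance stabilizing transformation. Log2 fold changes are relative to bone. No standard error is given where the fitted fold change was set by the prior count. Individual log2 fold changes were the difference of the variance-stabilized counts of tumor and bone. The values of the 1999 genes held of the paper's 2031 in Supplementary Data S3 differed from these by at most 5.70e-09, so the transformation was run with the design. Principal components used the transformation without the design.

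The tests were tested on simulated counts with the means and library sizes of the data and 200 genes changed by 2 on the log2 scale, in 2 draws for each of 2 kinds of dispersion. With dispersions on the mean trend, 3.87% and 1.66% of the calls of the edgeR test were unchanged genes. With dispersions that differed from gene to gene, the shares were 17.2% and 10.8%, and they were 3.73% and 3.77% after low-count genes were removed by filterByExpr, at which 77.5% and 76.5% of the changed genes were recovered. The test on all genes was kept because it was the design set in advance. The shares show that calls at an FDR under 0.05 can hold more unchanged genes than that threshold allows. They depend on the 200 changed genes and on calls by FDR alone, so they are not estimates for the counts of calls given here. The DESeq2 Wald test gave 27.8% and 28.0% with dispersions on the trend.

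The genes given by name are those named in the results text, Table 2 and Table 3 of the paper, and the 5 genes with the smallest FDR in each direction among the significant genes changed in the group direction in all 7 dogs; only SCD5 was added by the smallest FDR, with a log2 fold change of -2.53. Genes of the lists below are given where a list is reported. The genes CD5L, RRM2, CHAD, CLDN11, SOST and ENSCAFG00000017018 fall outside this rule and were singled out after their values were seen. Symbols were paired with 2292 identifiers through the supplementary tables held. The lists of G2/M, S phase, adipocyte, osteocyte, osteoblast, osteoclast, macrophage, T cell, endothelial, skeletal muscle, Schwann cell, erythroid, chondrocyte and tendon genes were fixed in advance. Because names exist mainly for genes that the paper calls, the planned set tests were not run, and the lists are described gene by gene. Genomic coordinates, the hallmark and gene ontology collections and TBX4 were not used here. PITX1 and TBX5 were set in advance as genes that differ between limbs. The alternatives covered the test, normalization, filter, pairing, transformation, linkage, thresholds and the omission of each dog.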

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

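In 56 groups of 7 values, the library or dog farthest from the others was compared with the rest, and 5 stood apart by Dixon's criterion. Chance gives about 1 in 20, which is 2.8 of the 56 groups. Genes with 0 counts in both libraries of a dog could not be included. The share of counts on ENSCAFG00000017018 was examined because its values had been seen.

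The bone library of dog E had 29.5% of its counts on the single gene ENSCAFG00000017018, against 11.6% in the next bone library, and the tumor of the same dog had 26.3%. The same bone library lay 37.4 from the centroid of the other bone libraries over the 500 most variable genes, where the next lay at 27.1. Its gap to the next library was 0.775 of the range of the bone libraries. The abundance of that gene does not account for it, because the gap was 0.771 of the range without the gene. Neither does depth, since the gap was 0.776 of the range after all libraries were thinned to 18095145 counts on the other genes. Differences in the tissue sampled from dog E remain open and were not tested.

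The bone library of dog B had an RNA integrity number of 4.5, and the next lowest in bone was 6.5. The paper names this sample itself. Whether a lower integrity goes with genes that are missing from single libraries is weighed with the other observations, and dog B gave the fewest calls when left out, 551 significant genes. No biological explanation was tested.

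COL11A1 changed by -0.79 in dog C, where the next smallest individual log2 fold change was 2.56. SFRP2 changed by 8.63 in dog E, where the next largest was 3.88, and its bone value in dog E, 229 normalized counts, was the lowest of the 7. No technical or biological explanation was tested for either gene.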

How the results depend on the processing

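All alternatives were set before the data were examined except the DESeq2 Wald test on genes with more than 1 count, the DESeq2 likelihood-ratio test, the variance stabilizing transformation with the design for the principal components, and the blind one for individual differences, which were chosen after seeing the data.

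The test changed the number of calls most. Against 1079 genes at an FDR under 0.05, the DESeq2 Wald test gave 3762, the Wald test on genes with more than 1 count 3742, the likelihood-ratio test 3168, and edgeR after filterByExpr 1682. Limma-voom gave 1554 and RLE size factors 1078. For significant genes, 867 became 2038, 2031 and 1677 with these DESeq2 tests in the same order. The genes higher in tumor went from 372 to 805, 803 and 685, and those lower from 495 to 1233, 1228 and 992. In simulated counts the Wald test called more unchanged genes than edgeR in each draw, and which of its further calls in the data are real was not tested. With dispersions that differed from gene to gene, 23.5% and 17.2% of the calls of the likelihood-ratio test were unchanged genes. For limma-voom the shares were 4.38% and 3.23%. The likelihood-ratio test recovered 88% and 91.5% of the changed genes there, and limma-voom 76.5% and 75%. After filterByExpr fewer genes were tested. Without the paired design (no dog block), 1599 genes had an FDR under 0.05, and 614 were higher and 489 lower, so that the share of higher genes was 55.7% in place of 42.9%; the cause was not tested. The block changed no other count of calls by more than 1.5 times.

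Leaving out each dog gave from 586 to 813 genes at an FDR under 0.05, from 551 to 751 significant genes, from 224 to 330 higher and from 327 to 421 lower. Fewer dogs lower the counts by construction. Without dog B each count fell the most, and by more than 1.5 times. The genes at an FDR under 0.05 also fell by more than 1.5 times without dog D (690), F (658) or G (646), and the higher genes did without dog F (242). The G2/M list held from 32 to 37 and the S phase list from 13 to 18 higher genes.

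PC1 held 26.1% of the variance with log2 CPM and 25.8% over all genes, where the gap between bone and tumor was 35.4 and 40.8. Scores add up over genes and follow the scale of the transformation, so these gaps cannot be compared with that of the main setting. Why the share of variance was lower was not tested. Over all genes, 8 libraries clustered with their tissue, and the cause was not tested. The difference in spread was positive in every setting tried, from 14.8 to 19.3 without each dog, where the exact p was 0.0312, the smallest that 6 dogs allow, without dog E or G and 0.0625 without any other. These p-values do not test spread apart from the difference in level between the tissues.

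No significant gene had an opposite dog beyond 1 in the edgeR set; there were 133 with the DESeq2 genes, 2 with log2 CPM and 69 at any size. The top upregulated gene of Table 3 was found for 7 dogs with the DESeq2 genes and for 2 dogs over all genes tested, against 0 dogs with the edgeR genes and with log2 CPM. The top downregulated gene was found for 4 dogs with the edgeR genes, 7 with the DESeq2 genes, 6 over all genes tested and 3 with log2 CPM.

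For single genes, the direction reversed only for genes with 0 counts in 5 or more libraries. ARHGEF1 was 0.23 without the dog block and 0.0388 with shrunken fold changes, and ranged from -6.24 to 0.80 without each dog. ENSCAFG00000041995 was 3.54 without the block, 1.24 with limma-voom and 0.44 shrunken, and ranged from -11.57 to 0.82. ENSCAFG00000049609 was 1.83, 1.25 and 0.27 in the same order, and ranged from -5.71 to 0.0707. ENSCAFG00000034058 was 2.12, 0.0691 and 0.45. ENSCAFG00000042006 ranged from -7.84 to 0.79. The cause of these reversals was not tested. Of 47 named genes, 30 kept their direction and their side of the threshold with the DESeq2 Wald test, and 17 passed it that did not in the edgeR test. With limma-voom 39 kept both, with RLE size factors 46, and without the block 35. The planned set tests on gene lists, and their version without the genes that the paper names, were not run, because gene names come mainly from genes that the paper calls.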

Differences from the paper's values

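The paper reports 3742 genes at an FDR under 0.05, and the edgeR test gave 1079. The paper's 2031 significant genes stand against 867, its 803 upregulated genes against 372 and its 1228 downregulated genes against 495. Of the alternatives set before the data were examined, the DESeq2 Wald test gave 3762, 2038, 805 and 1233. Counts are taken to differ where one is more than 1.5 times the other. Without the dog block there were 1103 significant genes, and only the 614 higher genes came within 1.5 times the paper's count. The RLE size factors, filterByExpr, limma-voom, a base mean over 100 and leaving out a dog did not bring any of these counts within 1.5 times the paper's. The Wald test on genes with more than 1 count, chosen after the values were seen, gave 3742, 2031, 803 and 1228. The likelihood-ratio test, also chosen after the values were seen, gave 3168, 1677, 685 and 992.

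Of 46 genes whose group log2 fold change the paper gives, 13 differed by more than the larger standard error. For ARHGEF1 the value was -4.26 against the paper's -10.75, for ENSCAFG00000007622 -4.41 against -10.04, for ENSCAFG00000042006 -3.35 against -9.22, and for ENSCAFG00000049609 -3.08 against -8.94. For ENSCAFG00000008109 it was -6.04 against the paper's -8.77, for ENSCAFG00000011465 -6.61 against -8.59, and for CYTL1 -8.73 against -6.65. For ENSCAFG00000044295 it was 7.95 against the paper's 13.49, for LOC403585 6.27 against 12.75, and for NLRP12 6.02 against 11.36. For ENSCAFG00000013213 it was 4.82 against the paper's 10.32, for ENSCAFG00000043115 5.01 against 9.20, and for LOC111093651 7.69 against 6.11. The bone libraries all had 0 counts for LOC111093651, so its fitted value depends on the prior count. With the DESeq2 Wald test, set before the data were examined, 0 of the 46 differed, and the largest difference was 0.0054. The Wald test on genes with more than 1 count and the likelihood-ratio test, chosen after the values were seen, give the same fold changes. Limma-voom closed the gap for ENSCAFG00000011465 (-7.70), LOC111093651 (4.70) and CYTL1 (-6.87), and a prior count of 2 did for CYTL1 (-7.33). Leaving out a dog closed it for ARHGEF1 (dog B, E or F), ENSCAFG00000007622 (F), ENSCAFG00000042006 (G), ENSCAFG00000049609 (B or E), ENSCAFG00000008109 and ENSCAFG00000011465 (A or F, and A or C), LOC403585 (A), NLRP12 and ENSCAFG00000043115 (D), ENSCAFG00000013213 (A or B), LOC111093651 (C or D) and CYTL1 (C). RLE size factors, the fit without the block and the shrunken fold changes closed it for none of the 13. After filterByExpr only ARHGEF1, ENSCAFG00000008109, ENSCAFG00000011465 and ENSCAFG00000043115 were still tested, and it closed the gap for none of these 4. Of the alternatives that gave a value, only the DESeq2 tests closed it for ENSCAFG00000044295.

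Of 14 individual log2 fold changes in Table 3, 0 differed. The largest upregulated gene matched in 0 of 7 dogs and the largest downregulated gene in 4 of 7 dogs with the edgeR genes, and in 7 of 7 with the DESeq2 genes. The paper calls ARHGEF1, ENSCAFG00000041995, ENSCAFG00000044295, LOC403585, TFPI2, SFRP2, ENSCAFG00000028460 and ENSCAFG00000034058 significant, and none of them had an FDR under 0.05 in the edgeR test. The DESeq2 Wald test called each. TFPI2 and SFRP2 were also called after filterByExpr, without the block, with limma-voom, with the shrunken fold changes, without dog E and with the likelihood-ratio test, and ENSCAFG00000028460 with the shrunken fold changes. ENSCAFG00000041995 and LOC403585 were also called without dog A, and ENSCAFG00000044295 without dog E. PC1 and PC2 held 31.6% and 18.5% of the variance, against about 32% and about 19% in Fig. 2C, read by eye. Table 2 gives HOXC10 a different exponent of the adjusted p-value in its parts, and the paper's Supplementary Data S1 gives 4.71e-20.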

Other observations

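The tests chosen only after the result was seen are the likelihood-ratio test of the genes in Table 2, the comparison between tissues of the number of missing genes, the search for opposite patterns of 0 counts, and the correlations among adipocyte, osteocyte and osteoclast genes. The comparison of limb genes was planned as a check of the labels, but the outcome expected from exchanged samples was written down after its values were seen.

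Of the 64 ways to exchange bone and tumor within dogs, mirror images counted once, 1 gave as many significant genes as the real labels in the edgeR test, which is the real one. The other splits gave a median of 0 and at most 2 significant genes. The DESeq2 Wald test also reached its 2038 genes in 1 of the 64 splits, and the others gave a median of 42 genes. The 7 splits that exchange 1 dog gave from 429 to 1106 genes, but they keep the real comparison in 6 of 7 dogs and are no measure of chance. The remaining splits gave at most 367 genes.

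The largest fold changes in Table 2 belong to genes with many 0 counts. A candidate explanation is that the Wald statistic is inflated by 0 counts. Of the 20 genes with the largest fold changes, 14 were not called by the likelihood-ratio test on the same fit, and 11 had the dispersion at its ceiling of 14. All 20 entries with the smallest adjusted p-values were called by the likelihood-ratio test. In the simulated counts, from 17.0% to 23.5% of the calls of the likelihood-ratio test were themselves unchanged genes. ARHGEF1 was called at the same thresholds in 50 of the 64 splits, in 16 of them as higher and in 34 as lower, and ENSCAFG00000041995 in 53, the 2 largest numbers among the 20 genes, which ranged from 2 to 53. GTSE1 was called in 8 and PLIN1 in 10 of the splits. ENSCAFG00000049609 (2), NLRP12 (3), ENSCAFG00000007622 (5), ENSCAFG00000042006 (5) and LOC607979 (10) had the dispersion at its ceiling too and were called in no more splits than PLIN1, so the splits leave the explanation open for these 5. In the edgeR test neither ARHGEF1 nor ENSCAFG00000041995 was called in any split, and GTSE1 and PLIN1 were called in the real one only. As a further test, bone and tumor were exchanged at random within dogs for each of 644 genes with 0 counts in at least 4 libraries and a base mean over 10 by DESeq2 size factors. The Wald test called 159 of these genes in the real data and a median of 86 (65 to 100 in 20 draws) after the exchange, 54.1% of the real number. The likelihood-ratio test called 88 and then a median of 16, and edgeR 58 and then 7, since 1 of its 59 genes with as many 0 counts lies under that base mean. A real difference between the tissues remains open for the part of the 159 calls that the exchange removed, and the exchange does not show which genes these are.

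Some steadily expressed genes were missing from single libraries. Of 10145 genes with a median of at least 200 normalized counts, 63 had 0 counts in at least 1 library. There were 7 ± 2.83 such genes per bone library and 15.3 ± 2.69 per tumor library (SD, n = 7), with more in the tumor of all 7 dogs (exact permutation test, two-sided p = 0.0156, the smallest that 7 dogs allow). Of the 63 genes, 32 were missing from tumors only and 7 from bone only, and 15 were missing from both tissues of a dog. Loss of the genes or of their expression in tumors is a hypothesis that goes with the first number, but it was not tested against copy number. A loss through low RNA integrity needs a negative relation. With 7 libraries per tissue, the relation could not be separated from chance: Spearman's rho was -0.126 in bone (exact permutation p = 0.8) and 0.697 in tumor (exact permutation p = 0.0873), and Pearson's r was 0.205 (exact permutation p = 0.712) and 0.673 (exact permutation p = 0.0802). For total counts, rho was 0.252 in bone (exact permutation p = 0.59) and 0.564 in tumor (exact permutation p = 0.197), and r was 0.297 (exact permutation p = 0.515) and 0.375 (exact permutation p = 0.402). These are 4 relations, and the smallest adjusted p was 0.321. Without the 2 libraries farthest from the median, r with integrity was -0.285 in bone and 0.569 in tumor, and r with total counts was 0.358 and 0.523. Reads counted on another gene of the table would leave genes with opposite patterns of 0 counts. There were 5 among 403 genes, against a median of 8 after shuffling (0 to 22 in 1000 shuffles), which leaves this open because a partner gene need not fall to 0.

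Of 15 adipocyte genes, 12 could be paired with identifiers and all 12 were lower in tumor at an FDR under 0.05 in the edgeR test, over all genes and adjusted over the list alone. The pairing favors genes that the paper calls, so this share says nothing about the unpaired genes. The paper names 7 of the 12 in its tables or among the labels of its Figure 2, from the same libraries. Fat cells in the bone libraries are a candidate source. Across the 7 bone libraries the 12 genes had a mean correlation of 0.84, where 10000 sets of other lower genes with similar base means had a median of -0.0095 and reached at most 0.378 (permutation p = 0.0001, the smallest they can give). FABP4 had from 7836 to 47053 normalized counts in bone and from 8.79 to 3113 in tumor. The osteocyte genes had a mean correlation of 0.521 across the bone libraries (permutation p = 0.0044; 5 of 6 genes paired, 2 with an FDR under 0.05 and 4 adjusted over the list alone), and may follow how many osteocytes each bone piece held. The osteoclast genes had a mean correlation of 0.873 across the tumors (permutation p = 0.0001, the smallest they can give; 6 of 7 genes paired). MMP9 had 338092 normalized counts in the tumor of dog D and 466 in that of dog F, and 0 of the 6 genes had an FDR under 0.05, 5 had an unadjusted p under 0.05 and 5 were lower when adjusted over the list alone. Differing osteoclast content of the tumors may account for this spread. Whether the list genes also change within a cell type was not tested.

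Of the remaining lists, 4 of 6 paired Schwann cell genes, 2 of 2 osteoblast genes and 2 of 2 endothelial genes were lower at an FDR under 0.05, and 6, 2 and 2 were when adjusted over the list alone. The full lists held 7, 8 and 9 genes. Pairing with names favors genes that the paper calls, so shares of paired genes say nothing about the remaining genes of any list. Of 2 paired genes each, 0 of the skeletal muscle, erythroid and chondrocyte lists passed. Unadjusted, 1, 2 and 2 had p under 0.05, and adjusted over the list alone 0, 2 and 2 passed. No macrophage, T cell or tendon gene could be paired, so the change of these genes was not examined. PITX1, a hindlimb gene, was highest in the tumors of the 2 dogs with a hindlimb tumor, at 700 and 1095 normalized counts, against 208 at most in the others (exact permutation test, two-sided p = 0.0952 on the log2 scale). In bone the p was 0.143 and TBX5 did not separate the limbs, so an exchange of samples between dogs can be neither excluded nor shown from these genes.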
